A study of Heliconius erato cyrbia and Heliconius erato demophoon with 32 samples. Its data were reported in "The genetic basis of structural colour variation in mimetic Heliconius butterflies" (2022).

How the data were processed

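RNA was sequenced from pupal wings of Heliconius erato, an American butterfly whose subspecies differ in wing colour. Wings came from 16 animals of the subspecies H. e. cyrbia, whose wings are iridescent blue, and H. e. demophoon, which lacks iridescence. Each animal gave 2 libraries, 1 from the anterior hindwing (the androconial region, which bears a different type of scale) and 1 from the rest of the forewing and hindwing, here called the main wing. Animals were sampled at 50% or 70% of pupal development. The labels thus gave 32 libraries in 8 groups of 4 animals, and the animal was the replicate. The labels also gave the sex of each animal. In cyrbia there were 2 males and 2 females at 50% and 4 males at 70%, and in demophoon 1 male and 3 females at each stage. Library numbers in the labels run through the later stage first and then the earlier one, so that an effect of library order cannot be told apart from stage.

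The authors trimmed the reads with Trimmomatic (v. 0.38), aligned them with HISAT2 (v. 2.1.0) and handled alignments with SAMtools (v. 1.9), according to the submitters' processing notes. Transcripts were assembled and merged with StringTie (v. 1.3.5), and edgeR is named without a version in the same notes. The genome build and annotation version are not given in the sources used here. The authors deposited 1 table of raw counts per locus, not normalized, with whole numbers for 24118 loci in each library. StringTie derives such counts from transcript coverage, so that they are estimates of read number. Reads from overlapping or adjacent loci can be divided between them in a different way in each library. Whether counting used strand is not given in the sources used here.

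Every locus has an assembly ID that starts with MSTRG, and 13055 loci also have the ID of a gene model of the reference (annotated loci), while 11063 do not (unannotated loci). The files do not pair these IDs with gene names, and 0 IDs matched the 14137 genes of a reference table for another assembly (Hedem_Duke_1.1). Lists of genes and of cell type markers fixed before the data were examined could therefore not be applied, and no gene is named here. Chromosomes were read from the scaffold prefix of the gene model IDs, in which the Z chromosome is the last of 21. Unannotated loci were placed between annotated loci by their locus number, which follows the genome. Leaving out each annotated locus with annotated loci on both sides in turn, 10853 of 10853 were placed on their own scaffold, and 815 loci could not be placed.

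Library totals ran from 9330883 to 68986011 counts. Differential expression was tested with edgeR (v. 4.0.16, with limma v. 3.58.1 in R v. 4.3.3), using TMM normalisation, filterByExpr, the robust quasi-likelihood F test and a Benjamini-Hochberg false discovery rate (FDR) below 0.05. Adjusted p-values in the text are such FDRs unless another test is named. Subspecies, stages and their interaction were compared in 1 fit of group means to the 16 main wing libraries, with 15485 loci tested. Sex was tested in the same fit with sex as an added term. Wing regions, and their interaction with subspecies, were compared in 1 fit to all 32 libraries with the animal as a block, with 18276 loci tested. The study also took regions within individuals, but for cyrbia only, and the libraries in each of its fits are not stated. Group levels are CPM, counts scaled to TMM-adjusted library size, given as mean ± SD over animals, and a log2 fold change is given with its standard error (SE). A fold against a group in which every library had a count of 0 is a lower bound, computed against 3 counts per library. Such bounds, and the Wilson 95% intervals given for shares of loci, cover counting error only.

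Calls per chromosome were compared with Fisher's exact test, two-sided, adjusted over 21 chromosomes. This test takes loci as independent, although all come from the same animals and adjacent loci can be called together. Its p-values therefore do not cover the spread between animals. Shifts of all loci of a chromosome, or of loci called between stages, were tested with camera with a preset inter-gene correlation of 0.01 and again with an estimated correlation. The Z level of an animal was the median log2 level of annotated Z loci minus that of annotated loci elsewhere, over loci with a mean above 3 on the log2 CPM scale, averaged over both libraries, and groups of animals were compared by exact permutation, two-sided. Overlap of calls between comparisons that share libraries was set beside the product of both counts over the loci tested, and beside 6 sets of simulated unchanged groups, in which no locus passed the FDR, so that lists of the observed sizes were taken there by p-value.

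That each animal gave both wing regions is stated in the labels. All 32 libraries correlated best with the other library of the same animal. After group means were removed, r across loci was 0.48 to 0.76 between the regions of an animal. Between the main wing of an animal and the anterior hindwing of others of its group it was −0.43 to 0.17. No pair of replicates agreed within sampling noise (chi-square per locus of 111 to 1360 over 48 pairs), so every library was counted. The tests were checked on simulated counts with 50 loci changed at each of several folds. For the subspecies comparison at 50%, on 14879 loci, 20% of loci changed 2-fold, 66% of those changed 4-fold, 72% of those changed 8-fold and 90% of those changed 16-fold were recovered, and 3.88% of calls were false. For the wing region comparison in cyrbia at 50%, on 17189 loci, the shares were 72%, 92%, 92% and 96%, and 5.38% of calls were false. Each simulated library was drawn independently at the fitted spread, with no effect of the animal and no reads moving between loci. Only loci with a mean of at least 1 CPM were changed. These shares therefore check the tests under their own model and may not hold for the real libraries.

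Loci named by ID were the 2 highest and the 2 lowest fold changes of each comparison among called loci with a mean of at least 1 CPM in the higher group and with all animals of a group above all of the other (for wing regions, every animal changed the same way). MSTRG.21985, which the study's text names, was added. Any other locus named was chosen after its values were seen, which is said where it appears. Alternatives set before the data were examined were DESeq2 (v. 1.42.0), RLE factors, no filter on low counts (at least 1 count in all), each animal left out, a fold threshold, sex as a covariate, the anterior hindwing libraries, counts of both regions summed per animal, all 16 libraries of a stage as independent, only the 8 libraries of a comparison, and wing regions without the animal as a block. Others were added after seeing the data and are named as such below. Tables and plots were made with Python (v. 3.11.15), pandas (v. 2.3.3), numpy (v. 2.4.6) and matplotlib (v. 3.10.9).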

Results

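Gene expression was measured in 32 pupal wing libraries from 16 Heliconius erato animals, 8 of the iridescent H. e. cyrbia and 8 of the non-iridescent H. e. demophoon. In each subspecies 4 animals were at 50% of pupal development and 4 at 70%. Of the 24118 loci in the table, 23078 had a count in at least 1 library. Library totals ran from 9330883 counts (main wing of animal 6, demophoon at 50%) to 68986011 (anterior hindwing of animal 14, demophoon at 70%). The 10 most abundant loci of a library took between 23.9% and 44.5% of its counts. Multidimensional scaling placed the libraries in 4 separate clusters, with the stages apart on dimension 1 (29.3% of variance) and the subspecies apart on dimension 2 (13.1%).

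**Figure D1:**
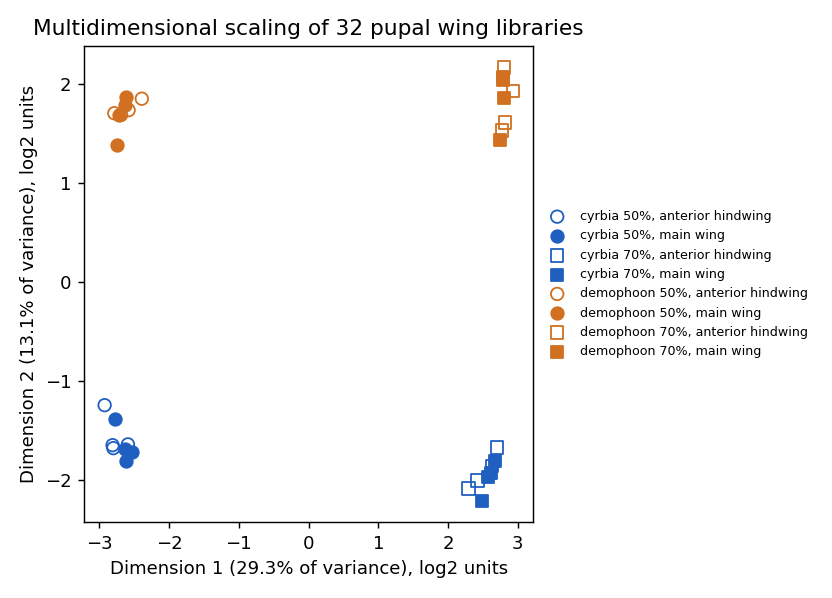
Multidimensional scaling of the 32 libraries over the 500 loci with the highest variation for each pair, with dimension 1 on the x axis and dimension 2 on the y axis, both in log2 units. Colours mark subspecies, shapes mark stages, and filled points are main wing libraries. The stages lie apart on dimension 1 and the subspecies on dimension 2, and both wing regions of a group share a cluster.

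The first comparison asked which loci differed between the iridescent and the non-iridescent subspecies in the main wing at 50% development. There were 1500 differentially expressed (DE) loci, 670 higher and 830 lower in cyrbia. The annotated loci MSTRG.13758 on chromosome 13 (23.1 ± 18.9 CPM, SD, n = 4) and MSTRG.5771 on chromosome 6 (10.4 ± 7.19 CPM, SD, n = 4) had counts in cyrbia and a count of 0 in every demophoon main wing library, so that they were at least 174-fold and 78-fold higher (edgeR FDR 0.00414 and 0.00366). Conversely, the annotated MSTRG.15323 on chromosome 15 (78.2 ± 18.5 CPM, SD, n = 4) and the unannotated MSTRG.16235 on chromosome 16 (22.5 ± 7.16 CPM, SD, n = 4) were expressed in demophoon and had no count in the cyrbia main wing, at least 910-fold and 262-fold lower (edgeR FDR 0.00122 and 0.000459). In the cyrbia anterior hindwing at this stage they had means of 0.181 and 0.0571 CPM.

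Unannotated loci were DE more often than annotated ones at this stage, 15.5% against 5.76% of those tested. Of all DE loci, 1319 differed by at least 2-fold. With only the 8 main wing libraries of this stage in the fit, 907 loci were DE. Without animal 8, the demophoon male, the count was 950. The number of higher loci fell more than that of lower ones when a demophoon animal was left out. It was 412 against 611 lower without animal 5, 401 against 687 without animal 6, 357 against 652 without animal 7 and 355 against 595 without animal 8. With only the 8 libraries 343 were higher and 564 lower. Without a cyrbia animal the higher loci numbered from 494 (animal 1) to 636 (animal 2).

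At 70% development there were 1420 DE loci in the main wing, 503 higher and 917 lower in cyrbia. The number of higher loci depended on single animals, with 273 higher and 707 lower without animal 13. Without animal 14 there were 276 and 678, and without animal 15 261 and 660. With sex as a covariate 188 were higher and 505 lower. The unannotated loci MSTRG.3579 on chromosome 4 (38.3 ± 6.35 CPM, SD, n = 4) and MSTRG.13640 on chromosome 13 (30.4 ± 7.28 CPM, SD, n = 4) were expressed in every cyrbia main wing and had a count of 0 in every demophoon one, at least 382-fold and 304-fold higher (edgeR FDR 0.000364 and 0.0263). MSTRG.20943 on chromosome 20 (38.8 ± 40.0 CPM, SD, n = 4) and MSTRG.8056 on chromosome 9 (29.1 ± 26.0 CPM, SD, n = 4), both unannotated, had counts in the demophoon main wing and none in that of cyrbia, on average at least 319-fold and 240-fold lower (edgeR FDR 0.00392 and 0.00244). Single demophoon libraries ran from 0.128 to 92.5 CPM and from 0.782 to 55.4 CPM, so these folds hold for the means and not for every animal. MSTRG.3579 was also high in cyrbia at 50% (27.3 ± 8.64 CPM, against 0.162 ± 0.324 CPM in demophoon, SD, n = 4 each). MSTRG.20943 and MSTRG.8056 were lower in demophoon at 50% than at 70%, at 0.365 ± 0.264 and 1.46 ± 1.14 CPM, against 0.0357 ± 0.0715 and 0.122 ± 0.101 CPM in cyrbia at 50% (SD, n = 4). The call of MSTRG.8056 at 70% ended with only the 8 libraries of the stage and sex as a covariate (edgeR FDR 0.131), and without animal 16 the fitted log2 fold change of MSTRG.20943 was −12.50 (−13.37 with it). The call of MSTRG.13640 ended when animal 13, 14 or 15 was left out (edgeR FDR 0.0542, 0.0582 and 0.0653), with no filter on low counts (0.0506), and in anterior hindwing libraries with sex as a covariate (0.0864). Its counts also came and went within animals. It had 478 counts in the main wing and 0 in the anterior hindwing of animal 9 (cyrbia, 70%), and 262 and 0 in animal 6 (demophoon, 50%).

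The sexes were least balanced at 70%, with 4 males in cyrbia and 1 male and 3 females in demophoon. With sex as a covariate 693 loci were DE, and without animal 15, the only demophoon male, 921 were.

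The DE loci of both stages overlapped. Of the 1500 loci at 50% and the 1420 at 70%, 661 were the same, and 657 of these differed in the same direction, 183 higher and 474 lower in cyrbia. Independent lists of these sizes would share 70.9 loci in the same direction. The stages share no animal. The locus MSTRG.21985 on the Z chromosome, which the study's text names, was lower in cyrbia at both stages. Its level was 6.16 ± 2.33 CPM in cyrbia and 13.4 ± 3.90 CPM in demophoon at 50% (log2 fold change −1.11, SE 0.29, edgeR FDR 0.0282), and 8.14 ± 1.48 against 20.0 ± 4.91 CPM at 70% (log2 fold change −1.29, SE 0.29, edgeR FDR 0.0134, SD, n = 4 per group). The anterior hindwing gave −1.23 and −1.25 (edgeR FDR 0.00808 and 0.00798). At 50% the call of MSTRG.21985 ended without animal 1, 3, 4, 7 or 8 (edgeR FDR 0.0596, 0.0546, 0.0512, 0.0591 and 0.092) and with only the 8 libraries of the stage (0.0811, and 0.121 with sex as a covariate). At 70% it ended with sex as a covariate (0.0593, and 0.15 with only the 8 libraries of the stage).

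The subspecies difference was also compared across chromosomes, because the study mapped iridescence to the Z chromosome and chromosome 20 in this species. Loci of the Z chromosome were DE more often than others at both stages, by Fisher's exact tests that take loci as independent. At 50%, 95 of 576 tested Z loci were DE (16.5%, Wilson 95% interval 13.7 to 19.7%) against 9.24% elsewhere, an odds ratio of 1.94 (Fisher's exact test, adjusted p = 1.93e-06). At 70%, 80 of 576 were (13.9%, interval 11.3 to 17.0%) against 8.85% elsewhere, an odds ratio of 1.66 (adjusted p = 0.00223). With DESeq2, added for this ratio after seeing the data, the odds ratio at 70% was 1.28 (95% interval 1.03 to 1.59, unadjusted Fisher's exact p = 0.023). Most of the DE Z loci were lower in cyrbia, 68 of 95 at 50% and 64 of 80 at 70%. Among annotated loci alone, an alternative chosen after seeing the data, the odds ratio was 1.98 at 50% (Fisher's exact p = 0.00059) and 1.25 at 70% (p = 0.285).

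Chromosome 20 held no excess. DE loci made up 8.04% of its tested loci at 50% (Fisher's exact test, adjusted p = 0.345) and 6.15% at 70%, against 9.21% elsewhere (adjusted p = 0.0139). Of the other chromosomes, chromosome 1 had fewer DE loci at 50% (6.25%, adjusted p = 0.0054) and chromosome 6 more at 70% (12.4%, adjusted p = 0.00914).

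**Figure D2:**
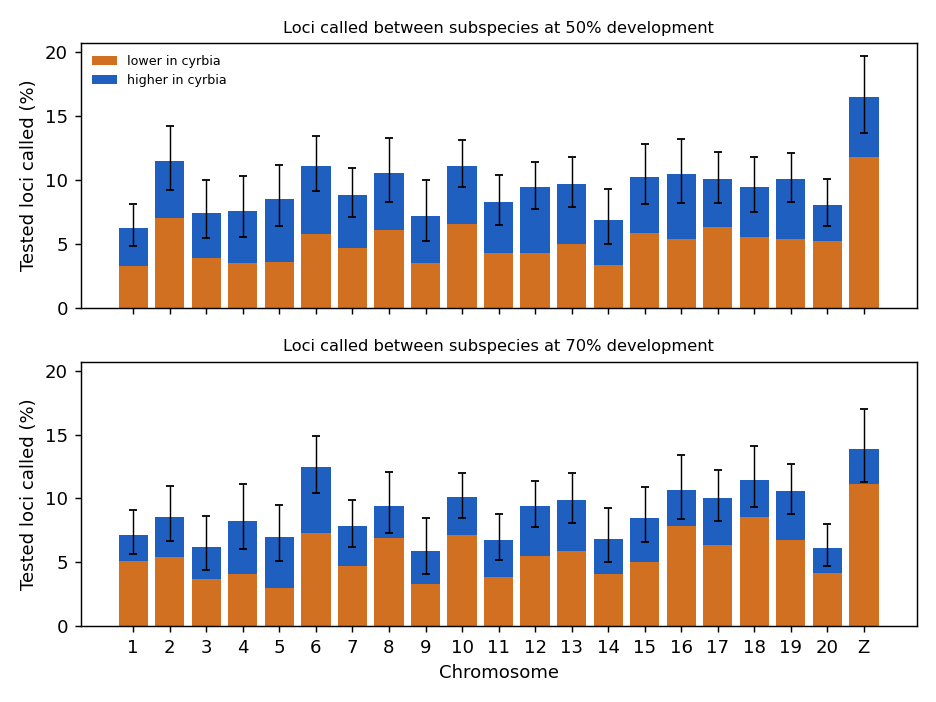
Share of tested loci (y axis, in percent) that differed between subspecies on each chromosome (x axis), at 50% (top) and 70% development (bottom), split into loci lower (orange) and higher (blue) in cyrbia. Error bars are Wilson 95% intervals of the whole share. The Z chromosome stands highest at both stages, at 16.5% and 13.9%, and most of its DE loci were lower in cyrbia.

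As a set, all tested Z loci were shifted down in cyrbia at 50% (median log2 fold change −0.18, against 0.08 elsewhere, camera with the preset correlation, p = 0.00108, adjusted p = 0.0226 over 21 chromosomes). With an estimated correlation p was 0.0231 and the adjusted p = 0.486. In the anterior hindwing libraries p was 0.0165 with the preset correlation and 0.0774 with an estimated one (adjusted p = 0.347 and 0.898). At 70% the median of the Z loci was −0.15 against 0.01 elsewhere (camera p = 0.076, and p = 0.181 with an estimated correlation). No other chromosome was shifted as a set in the subspecies comparison at an adjusted camera p below 0.05 at either stage.

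The 2 stages differed far more than the subspecies. In cyrbia 4040 loci were DE in the main wing, 1911 higher and 2129 lower at 70% than at 50%. This balance depended on the setting, as RLE factors gave 2092 higher and 1899 lower, DESeq2 2530 and 2281, anterior hindwing libraries 2041 and 1952, and regions summed per animal 2317 and 2248. MSTRG.1539 on chromosome 2 rose from a count of 0 in every library to 951 ± 407 CPM (SD, n = 4), at least 11073-fold (edgeR FDR 1.98e-07). MSTRG.11392 on chromosome 12 rose from 0.0292 ± 0.0583 to 3760 ± 1560 CPM (SD, n = 4, log2 fold change 16.63, SE 1.36, edgeR FDR 5.83e-07), with 5 counts at the earlier stage, all from animal 3, without which that group was at 0, so that this fold rests on 1 library (a fitted log2 fold change of 19.95 without it, 11.10 in anterior hindwing libraries, 12.08 with regions summed). The unannotated MSTRG.16639 on chromosome 16 fell from 247 ± 205 CPM to 0 in every library, at least 2034-fold lower (edgeR FDR 7.51e-06). MSTRG.8746 on chromosome 10 fell from 1430 ± 1020 to 0.105 ± 0.138 CPM (SD, n = 4, log2 fold change −13.39, SE 1.34, edgeR FDR 3.77e-06), or −14.65 without animal 12. Without animal 4 the fitted log2 fold change of MSTRG.16639 was −15.35 (−16.04 with it).

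In demophoon 4351 loci were DE between stages, 2330 higher and 2021 lower at 70%. MSTRG.15641 on chromosome 15 and MSTRG.18334 on chromosome 18 rose from a count of 0 in every library to 446 ± 194 and 343 ± 93.7 CPM (SD, n = 4), at least 3364-fold and 2587-fold (edgeR FDR 2.28e-06 and 9.65e-09). The unannotated MSTRG.8744 on chromosome 10, near MSTRG.8746 by its locus number, fell from 92.5 ± 55.3 CPM to 0, and MSTRG.14286 on chromosome 14 from 45.0 ± 39.3 CPM to 0 (SD, n = 4), at least 924-fold and 449-fold lower (edgeR FDR 1.69e-05 and 0.00055). Without animal 7 the fitted log2 fold change of MSTRG.14286 was −12.93 (−13.58 with it). The loci named for either subspecies moved in the same direction in the other subspecies, where for example MSTRG.15641 stood at 0.0971 ± 0.112 CPM at 50% and 214 ± 146 CPM at 70%, and MSTRG.1539 in demophoon went from 0.0325 ± 0.065 to 189 ± 43.5 CPM (SD, n = 4). The interaction of stage and subspecies was nevertheless significant for MSTRG.18334 (edgeR FDR 0.00713), with 0.533 ± 0.145 and 240 ± 92.0 CPM in cyrbia (SD, n = 4). It rests mostly on levels near the floor at 50%, below 1 CPM in cyrbia and 0 in demophoon. In the anterior hindwing at 50% demophoon had 0.109 ± 0.135 CPM and cyrbia 0.66 ± 0.257 CPM (SD, n = 4).

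The stage differences were largely shared, although library order also followed stage. Of the 4040 and 4351 DE loci, 2817 were the same and 2804 of them moved in the same direction, 1372 up and 1432 down, where independent lists would share 565. Annotated loci were DE more often than unannotated ones between stages (34.3% against 14.0% in cyrbia, 36.8% against 15.1% in demophoon), the reverse of the subspecies comparison. Chromosome 20 held more stage loci than the rest in demophoon (33.8% against 28.3%, Fisher's exact test, adjusted p = 0.0136) and chromosome 4 fewer (22.0%, adjusted p = 0.0148). In cyrbia chromosome 20 had 30.7% (adjusted p = 0.0827).

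The interaction asked whether the subspecies difference changed between stages. It was significant at 8 loci, all annotated, 1 with a relatively higher and 7 with a relatively lower level in cyrbia at 70%. MSTRG.21177 on chromosome 20, chosen after its values were seen, rose from 4.15 ± 2.34 to 198 ± 54.0 CPM in demophoon and stood at 2.97 ± 0.461 and 1.12 ± 0.772 CPM in cyrbia (SD, n = 4 per group, interaction −6.98 on the log2 scale, SE 0.66, edgeR FDR 0.00039). MSTRG.11314 on chromosome 11, also chosen after its values were seen, went from 96.5 ± 28.2 to 20.9 ± 3.31 CPM in demophoon and from 35.7 ± 4.49 to 25.6 ± 0.824 CPM in cyrbia (interaction 1.72, SE 0.26, edgeR FDR 0.026). DESeq2 called 338 loci for this interaction, 134 up and 204 down, and the anterior hindwing libraries gave 31. The count depended on single animals, with 2 loci without animal 6, 11 or 12, 5 without animal 7, 13 without animal 2, 3 or 15, 16 without animal 9, 17 without animal 4 and 19 without animal 16.

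Sex was compared within the subspecies and stage groups, as sexes were unevenly spread over them. Only 2 loci differed, both lower in males, and both are named although chosen after their values were seen. MSTRG.14928, an annotated locus on chromosome 15, had 814 to 5909 counts in each of the 12 libraries of demophoon females (89.2 ± 19.4 CPM, SD) and at most 6 counts in any of the 4 libraries of demophoon males. In cyrbia it had no count in the 4 female libraries and at most 6 in the 12 male ones. These files do not settle whether the locus marks females in demophoon alone or whether the 2 cyrbia females carry a wrong label. The Z levels of the cyrbia animals at 50% run the way of the labels, with 0.085 and −0.081 in the females and 0.234 and 0.294 in the males. The test of sex and the sex comparison of Z levels below rest on the labels. The other locus, MSTRG.21505, is an unannotated Z locus with no count in any demophoon library. In cyrbia it had counts in both females at 50% and in all 4 males at 70% (main wing 15.4 ± 1.20 CPM, SD, n = 4), none in either library of male 1 at 50%, and in male 4 no count in the main wing and 1468 in the anterior hindwing. At an unadjusted p below 0.05 there were 425 loci, and DESeq2 called 20. In the anterior hindwing libraries of the same animals, and with regions summed per animal, edgeR called 0, and without loci that switched between the regions of an animal 1. The count was 4 without animal 1, 5 without animal 2 and 1 without animal 8.

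**Figure D3:**
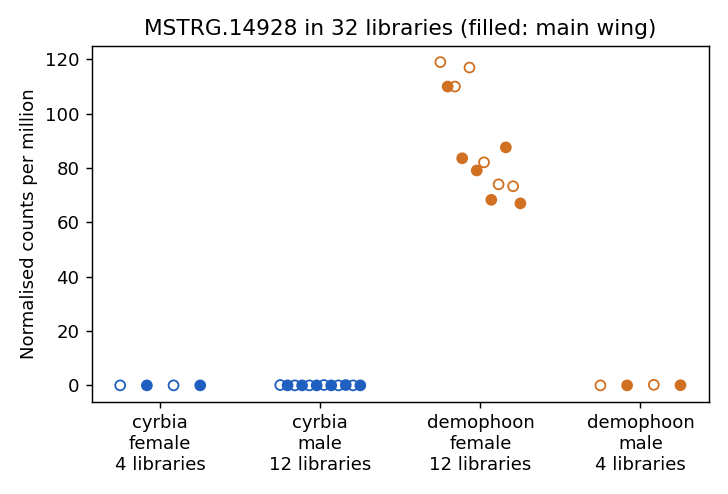
Level of MSTRG.14928 (y axis, CPM) in each of the 32 libraries, by subspecies and sex (x axis), with main wing libraries filled and anterior hindwing libraries open. The 12 libraries of demophoon females have 814 to 5909 counts each, and no other library has more than 6.

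Wing regions were compared within animals, since in cyrbia the main wing and the anterior hindwing differ in their scales. At 50% development 34 loci were DE between regions in cyrbia, 19 higher and 15 lower in the main wing. MSTRG.12267 on chromosome 12 (4.67 ± 2.73 against 1.07 ± 0.586 CPM, log2 fold change 2.07, SE 0.31, edgeR FDR 0.0123) and MSTRG.22042 on the Z chromosome (9.85 ± 2.70 against 3.73 ± 1.22 CPM, log2 fold change 1.41, SE 0.21, edgeR FDR 0.0122) were higher in the main wing (SD, n = 4 animals). MSTRG.7192 on chromosome 8 was lower, at 7.10 ± 5.06 against 22.9 ± 8.40 CPM (log2 fold change −1.84, SE 0.19, edgeR FDR 0.000456), as was MSTRG.1627 on chromosome 2 (log2 fold change −4.59, SE 0.75, edgeR FDR 0.0311), whose level in animal 1 was 57.7 CPM in the anterior hindwing and at most 0.178 CPM there in the other animals.

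The regional count in cyrbia at 50% was small and depended on the fit. It was 11 without animal 1 and 14 without animal 2, and the calls of MSTRG.1627 and MSTRG.12267 ended in both cases (edgeR FDR without animal 1 0.484 and 0.0673, and without animal 2 0.0552 and 0.0694), with a fitted log2 fold change of −5.53 for MSTRG.1627 without animal 1. MSTRG.12267 also lost its call without animal 3 (0.0518). With only the 8 libraries of this group in the fit 1 locus was DE, and without the animal as a block 1 was. RLE factors gave 11 higher and 15 lower, and no filter on low counts 14 and 16.

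At 70% development 46 loci were DE between regions in cyrbia, 25 higher and 21 lower in the main wing (21 and 23 with no filter on low counts, 23 and 34 without switching loci, 22 and 32 without animal 10, 9 and 14 without animal 11, 6 and 22 without animal 12). MSTRG.8950 on chromosome 10 (1.63 ± 0.531 against 0.0409 ± 0.0818 CPM, log2 fold change 5.13, SE 0.91, edgeR FDR 0.0189) and MSTRG.4476 on chromosome 6 (1.64 ± 0.528 against 0.383 ± 0.311 CPM, log2 fold change 2.17, SE 0.35, edgeR FDR 0.0107) were higher in the main wing (SD, n = 4 animals). MSTRG.5321 on chromosome 6 (0.217 ± 0.255 against 6.02 ± 5.94 CPM, log2 fold change −5.03, SE 0.65, edgeR FDR 0.0189) and MSTRG.18760 on chromosome 18 (1.96 ± 1.51 against 8.69 ± 3.44 CPM, log2 fold change −2.31, SE 0.30, edgeR FDR 0.0025) were lower. The count was 30 without animal 9, 23 without animal 11 and 28 without animal 12, 88 with RLE factors, 70 with only the 8 libraries of the group and 4 without the animal as a block. MSTRG.8950 lost its call without animal 10, 11 or 12 (edgeR FDR 0.0703, 0.106 and 0.092), MSTRG.4476 without animal 11 or 12 (0.0723 and 0.0634), and MSTRG.5321 without animal 9 or 11 (0.137 and 0.061) and with DESeq2 (adjusted p = 0.62). Without animal 9, whose anterior hindwing held the only counts of MSTRG.8950 in that region, its fitted log2 fold change was 9.05, and without animal 12 that of MSTRG.5321 was −6.10.

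Demophoon, which is not iridescent in either region, was compared in the same fit. At 50% 18 loci were DE, 7 higher and 11 lower in the main wing (135 and 126 with DESeq2). MSTRG.4853 (6.82 ± 2.04 against 26.7 ± 3.21 CPM, log2 fold change −2.01, SE 0.20, edgeR FDR 0.000275) and MSTRG.4848 (22.9 ± 5.90 against 88.4 ± 36.2 CPM, log2 fold change −1.88, SE 0.25, edgeR FDR 0.00488), both on chromosome 3, were lower in the main wing (SD, n = 4 animals). MSTRG.13636 on chromosome 13 and MSTRG.10693 on chromosome 11 were higher, each by 1.13 on the log2 scale (SE 0.21 and 0.20, edgeR FDR 0.0456 and 0.0373). Without animal 6 the count was 10, and without the animal as a block 1. MSTRG.13636 and MSTRG.10693 lost their calls whichever demophoon animal of this stage was left out (edgeR FDR from 0.0686 to 0.186 and from 0.109 to 0.146).

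At 70% 67 loci were DE between regions in demophoon, 46 higher and 21 lower in the main wing. The excess of higher loci depended on the setting, with 33 higher and 32 lower without switching loci and 94 and 29 with RLE factors. MSTRG.10853 on chromosome 11 rose from 1.26 ± 0.922 CPM in the anterior hindwing to 86.9 ± 78.1 CPM in the main wing (log2 fold change 5.92, SE 0.74, edgeR FDR 0.00397), and the unannotated MSTRG.18017 on chromosome 18 from 0.0367 ± 0.0238 to 5.16 ± 4.59 CPM (log2 fold change 6.82, SE 1.07, edgeR FDR 0.00976, SD, n = 4 animals). MSTRG.4853 was again lower in the main wing (3.13 ± 2.20 against 12.8 ± 1.85 CPM, log2 fold change −2.21, SE 0.21, edgeR FDR 0.000117), and so was MSTRG.18760 (2.11 ± 0.397 against 9.34 ± 1.42 CPM, log2 fold change −2.14, SE 0.29, edgeR FDR 0.00359). The count was 15 without animal 14, 17 without animal 15 and 123 without animal 16, and MSTRG.18017 lost its call without animal 14 or 15 (edgeR FDR 0.112 and 0.116) and had a log2 fold change of 7.63 without animal 13. Without animal 15 there were 7 higher and 10 lower. The count was 123 with RLE factors, 12 with only the 8 libraries of the group and 3 without the animal as a block.

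Regional loci recurred between groups that share no animal. Of the 46 loci in cyrbia and 67 in demophoon at 70%, 14 were the same and 13 moved in the same direction, where independent lists would share 0.0871. The fold change had the same sign in cyrbia at 70% for 62 of these 67 demophoon loci, and in cyrbia at 50% for 50 of them. In demophoon at 50% 43 of the 67 had the same sign. Of the 18 loci of demophoon at 50%, 14 had the same sign in cyrbia at 50% and 11 at 70% in either subspecies. Differences between these shares were not tested. MSTRG.4848 and MSTRG.4853 were lower in the main wing in all 4 groups of animals. In cyrbia MSTRG.4848 stood at 81.2 ± 45.9 CPM in the anterior hindwing and 23.5 ± 7.06 CPM in the main wing at 50%, and at 88.5 ± 13.1 and 22.8 ± 3.87 CPM at 70% (SD, n = 4).

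**Figure D4:**
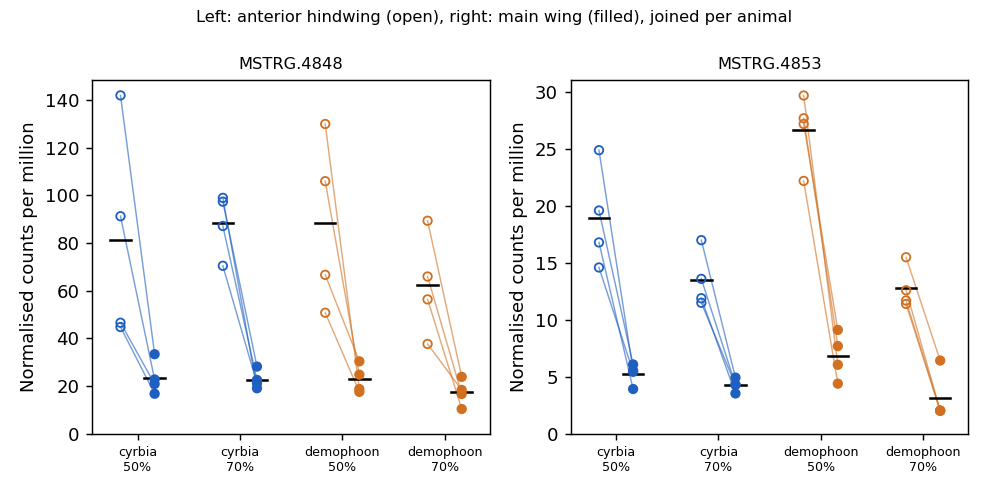
Levels of MSTRG.4848 (left) and MSTRG.4853 (right) in CPM (y axis) in the anterior hindwing (open) and main wing (filled) of each animal, joined by a line, for each subspecies and stage (x axis, n = 4 animals each). Horizontal bars are group means, and both loci were lower in the main wing of all 16 animals.

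Whether regions differed otherwise in cyrbia than in demophoon was tested as an interaction. The sexes were unbalanced between the subspecies, most at 70% (4 males in cyrbia, 1 male and 3 females in demophoon). The fit does not separate a regional difference between sexes from one between subspecies. The interaction was significant at 5 loci at 50%, 4 up and 1 down, and at 1 locus at 70%, and those named here were chosen after their values were seen. Of the loci up at 50%, MSTRG.1305 and MSTRG.13543 lay near the floor, with highest group means of 0.413 and 0.519 CPM at that stage. MSTRG.13872 ran from a count of 0 in the cyrbia anterior hindwing to a mean of 8.36 CPM in that of demophoon. MSTRG.18686 on chromosome 18, unannotated, was the single locus at 70% and the one that was down at 50%. It had 3023 counts in the anterior hindwing and 0 in the main wing of animal 3 (cyrbia, 50%), and 5376 and 1094 counts in animal 6 (demophoon, 50%), while the other animals of that stage had no count in either region. The adjacent MSTRG.18685 mirrored it, at 1.66 to 3.59 CPM in the 5 libraries where MSTRG.18686 had counts (82.0 to 155 CPM) and at 65.6 to 281 CPM in the other 27. With both loci summed the interaction was 0.09 (SE 0.15, edgeR FDR 0.965) at 50% and 0.11 (SE 0.15, edgeR FDR 1) at 70%, and without switching loci 2 loci were called at 50% and 0 at 70%. MSTRG.10293 on chromosome 10 was level in cyrbia at 50% (10.4 ± 4.01 CPM in the main wing and 9.99 ± 6.98 CPM in the anterior hindwing) and lower in the main wing of demophoon (3.85 ± 1.83 against 9.92 ± 2.52 CPM, SD, n = 4, interaction 1.62, SE 0.24, edgeR FDR 0.0245). The counts were 3 without animal 4 and 8 without animal 8 at 50%, and 4 without animal 10, 2 without animal 12 and 0 without animal 16 at 70%. DESeq2 called 164 (63 up, 101 down) and 34.

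The study asked which loci differ both between subspecies and between the wing regions of cyrbia. At 50% 4 loci did, and 2 of them were lower in both comparisons, MSTRG.7192 (−2.70, SE 0.50, between subspecies and −1.84, SE 0.19, between regions, on the log2 scale) and MSTRG.21507 on the Z chromosome (−1.22, SE 0.25, and −0.71, SE 0.13). At 70% 3 loci did, all in the same direction, MSTRG.18255 on chromosome 18 being higher (8.52, SE 1.25, and 1.93, SE 0.32) and MSTRG.14548 on chromosome 14 (−1.27, SE 0.21, and −0.92, SE 0.13) and MSTRG.5330 on chromosome 6 (−2.41, SE 0.45, and −1.69, SE 0.25) lower. All of these except MSTRG.7192 were chosen after their values were seen. Independent lists would share 1.52 loci in the same direction at 50% and 1.96 at 70%. Lists of the same sizes from the lowest p-values of simulated unchanged groups shared 5 to 9 at 50% and 7 to 12 at 70% over 6 sets. These simulated lists rank noise alone, part of it from shared libraries, whereas the observed lists hold loci that passed the FDR. The simulated numbers may therefore overstate what shared libraries give, and they do not decide whether the observed overlap is high or low. Both comparisons use the cyrbia main wing libraries. With the cyrbia animals split into pairs, so that no library was shared, the overlap in the same direction was 0 to 3 loci at 50% and 0 to 1 at 70%, and with anterior hindwing libraries for the subspecies comparison 1 of 6 and 0 of 5 shared loci had the same direction. In that setting the shared cyrbia anterior hindwing libraries enter the comparisons with opposite signs, which favours opposite directions.

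Finally, the wing regions of cyrbia were compared along the axis of the stages, using the loci that rose or fell between stages in demophoon, which shares no animal with cyrbia. At 70% the 2330 risers were higher in the main wing than other loci (median log2 difference 0.133, against 0.008 over all loci, camera p = 1.22e-06, and p = 0.0469 with an estimated correlation) and the 2021 fallers lower (−0.067, camera p = 0.000443, and p = 0.209 with an estimated correlation). Across 15485 loci, which are not independent replicates, Spearman's rho between both fold changes was 0.128. At 50% the risers were higher (0.06 against −0.027, camera p = 0.000574, and p = 0.142 with an estimated correlation), the fallers had a median of −0.026 (camera p = 0.617) and rho was 0.032.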

Values the study reported

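The study counted 24 118 expressed genes in the wings of H. erato. It gave 1043 genes as differentially expressed between the subspecies at 70% development, at an FDR below 0.05. Between the wing regions of cyrbia it gave 1 gene at 50% and 70 genes at 70% development. For MSTRG.21985 at 70% it gave a log fold change of −1.28 with an FDR of 0.0115.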

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

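Tests of the switching loci were chosen only after the results were seen, and so were the use of sex as a covariate, an alternative set beforehand, to judge sex as a source, and the comparison of clearly expressed loci, while the other tests in this part were set beforehand. The test first set for sex, the share of the distance between subspecies that the demophoon male keeps over the DE loci, is not used, because that male helped to call those loci. In groups of 4 animals a value was singled out when its gap to the nearest other value took most of the range (Dixon's criterion), which chance gives in about 1 in 20 groups, and 5 of 80 groups tested met it.

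In the anterior hindwing of animal 13 (demophoon, 70%) 21.3% of counts fell in unannotated loci, against 10.8 to 12.2% in the other 3 animals. The main wing of animal 13 stood further out, at 35% against 11.8 to 16.7%, although it did not meet the criterion. MSTRG.1627 stood at 57.7 CPM in the anterior hindwing of animal 1 (cyrbia, 50%), against 0.136 to 0.178 CPM in the others, and at 2.49 CPM in its main wing, where the others had no count. MSTRG.7192 was at 35.5 CPM in the anterior hindwing of animal 2 (cyrbia, 50%), against 18.6 to 18.8 CPM. MSTRG.4853 was at 6.43 CPM in the main wing of animal 16 (demophoon, 70%), against 2.02 to 2.04 CPM. Tests of the difference itself called 8 loci whose subspecies difference changed with stage, 5 whose regional difference changed with subspecies at 50%, and 1 at 70%.

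The first pattern weighed was the large number of loci that differed between subspecies, with an excess of Z loci lower in cyrbia. Because cyrbia had more males, sex could be a source. With sex as a covariate, however, 1235 loci were DE at 50% and 693 at 70%. Other splits of the animals gave at most 100 and 7, but in fits without sex, so they are no direct measure for these counts. The median size of the log2 fold change over all DE loci was 3.62 at 50% (3.63 without the covariate) and 3.20 at 70% (3.23 without). At 70% 762 calls ended, and over these the median size went from 2.71 to 2.48 and the median SE from 0.69 to 0.83. All these medians run over loci called without the covariate in the same animals, which favours large sizes, so they cannot decide this. The shift of annotated Z loci was −0.263 (SE 0.078) at 70% with the covariate, against −0.197 (SE 0.076) without. The loci that passed with the covariate, and the Z shift, argue against a sex difference shared by the groups as the whole cause. A sex difference peculiar to cyrbia at 70%, which has no female, stays open. A higher Z dose in males would raise Z loci in cyrbia, whereas the shift of annotated Z loci was −0.227 (SE 0.086) at 50% and −0.197 at 70%, and the set of all Z loci pointed down at both stages (camera with the preset correlation, p = 0.00108 and p = 0.076, or 0.0231 and 0.181 with an estimated correlation, which leaves an adjusted p of 0.486 at 50%). The direction argues against that source, although the shift of the whole set does not pass adjustment with an estimated correlation. Cyrbia reads aligning less well on the Z chromosome stays open, as the shift over annotated Z loci under a log2 difference of 1 was −0.158 (SE 0.029) at 50% but −0.042 (SE 0.028) at 70%, and over all annotated loci −0.002 (SE 0.083) in the anterior hindwing at 50%. The limit of 1 was set on the same fold changes that are averaged, so these values cannot decide it. The SEs of all Z shifts given here run over loci, not animals. A difference between the subspecies themselves, the biological explanation the design names, also stays open.

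The second pattern was the presence or absence of whole loci in 1 subspecies. If cyrbia reads aligned less well throughout, more annotated loci should lack counts in cyrbia. There were 454 with no count in any cyrbia library and 443 with none in any demophoon library, a ratio of 1.02, but these loci lie near the floor, with a median of 8 and 7 counts in all over the 16 libraries of the other subspecies, and so exclude nothing. Of clearly expressed loci, 9 had at least 10 counts in every demophoon library and none in cyrbia, against 3 the other way. All 9 were unannotated, against 2 unannotated loci the other way, while annotated loci gave 0 and 1. The excess thus lies outside the annotated loci that the prediction named, and poorer alignment in cyrbia stays open. If reads moved between adjacent loci of the assembly, a DE unannotated locus should have a neighbour that is DE in the opposite direction. At 50% 64 such loci did and 156 had one in the same direction (ratio 0.41), and at 70% 43 and 149 (0.289). Among DE neighbours the prediction was thus not met. Of 967 DE unannotated loci at 50%, however, 850 had a tested neighbour, and for most of them it was not DE in either direction. A neighbour with many more counts could trade reads without being called, so these ratios do not exclude this source. Differences in the genomes of the subspecies may account for such loci, but no sequence was examined here, and this stays untested.

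The third pattern was of loci at 0 in one wing region and at 100 counts or more in the other of the same animal, which occurred 552 times at 289 loci and in all 16 animals. Reads assigned in turn to adjacent loci may be a source, since adding the adjacent locus levelled 47.1% of the 478 events that could be tested, against a mean of 20.3% and a maximum of 25.9% over 200 draws of random partners. The share is above that of random partners but below most of the events, so this source cannot be told apart from a regional difference for the remaining events. For MSTRG.18686, the locus whose regional difference changed with subspecies at both stages, the values that this source needs are there. The adjacent MSTRG.18685 was at 3.59 CPM or less in the 5 libraries with counts of MSTRG.18686 and at 65.6 CPM or more in the other 27, and with both summed the difference was not significant (edgeR FDR 0.965 and 1), so its calls may reflect the assignment of reads. MSTRG.13640, MSTRG.21505, MSTRG.13872, MSTRG.11392 and MSTRG.8950, named above or below, are also among the 289 loci. No biological explanation was tested for these loci.

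Other splits of the same animals were run for every count. For subspecies, 1 of 35 splits at 50% gave as many loci (the real one, 1500, with at most 100 in the others) and 1 of 35 at 70% (1420, at most 7), and for stage 1 of 35 in cyrbia (4040, at most 1) and 1 of 35 in demophoon (4351, at most 3). In each case the real split stood alone and far above the others, which argues against chance. However, 1 of 35 is the smallest share that these splits allow, and it was not adjusted over the counts tested. For the sex count in main wing libraries, 3 of 96 splits gave 2 or more loci, the real one and others with 2 and 4. That share is below 0.05, but it was not adjusted over the counts tested here. The sex count was also 0 in anterior hindwing libraries and with regions summed, and 1 without switching loci, so chance is not firmly excluded for it. For the interaction of subspecies and stage the splits do not decide. Of 50 drawn, 3 gave 8 or more, the real one and those with 567 and 287, and the others at most 1. The splits with 567 and 287 exchange most animals of the subspecies at 1 stage only, which turns the subspecies difference into an interaction and so shows a structure of the samples, not chance. Chance is therefore not excluded by this count. It cannot be excluded for the interaction of wing region and subspecies, with 3 of 24 splits at 5 or more loci at 50% (highest other 8) and 17 of 24 at 1 or more at 70% (highest other 3). Exchanging regions within animals gives only 8 splits, too few for a share below 0.05. As large a count came from 2 of 8 in cyrbia at 50% (34, highest other 35), and from 1 of 8 in cyrbia at 70% (46, highest other 2), in demophoon at 50% (18, highest other 3) and in demophoon at 70% (67, highest other 0).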

How the results depend on the processing

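Settings with switching loci left out, annotated loci only, sex in the fit of only 8 main wing libraries or of anterior hindwing libraries, overlap from only 8 libraries, the Z set in anterior hindwing libraries and the estimated correlation for stage loci were chosen only after the results were seen. So was DESeq2 for the Z odds ratio. The counts for subspecies, stage, subspecies by stage and sex changed by no more than 1.5 times when the 2 shallowest main wing libraries (9330883 counts in animal 6 and 12966760 in animal 9) were left out, a setting added likewise and not run for wing regions. Of 470 values of named loci under alternatives, 408 kept direction and call, 62 kept direction without passing the test and 0 reversed. Apart from MSTRG.21985, these loci were chosen from the same data for large and complete differences, so reversals were unlikely from the start. Settings in which a locus was filtered out or had no adjusted p-value are not among the 470. Depth limits what a count of 0 shows, at 3 counts per library. The cause of the changes below was not tested unless fewer samples or loci entered.

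DESeq2 gave 2642 and 2492 loci between subspecies at 50% and 70%, 338 for subspecies by stage, 20 for sex, 530, 463, 261 and 696 between regions (cyrbia 50% and 70%, demophoon 50% and 70%) and 164 and 34 for region by subspecies. With regions summed per animal there were 2424 and 2379 between subspecies, 24 for subspecies by stage and 0 for sex. All 16 libraries of a stage as independent gave 3108 and 3846. Sex as a covariate gave 693 at 70%, and with anterior hindwing libraries 905. Only the 8 main wing libraries gave 907 at 50%, and with sex 669 and 241. Anterior hindwing libraries gave 31 for subspecies by stage and 0 for sex. RLE factors gave 88 and 123 between regions at 70%, in cyrbia and demophoon. Without switching loci the count was 1 for sex, and 2 and 0 for region by subspecies.

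Pairing of regions within animals moved every regional count. With no replicate block, 1, 4, 1 and 3 loci were called between regions in cyrbia at 50% and 70% and demophoon at 50% and 70%, as the spread between animals then enters, and with only the 8 libraries of a group and the block 1, 70, 11 and 12. In the latter, MSTRG.12267, MSTRG.22042, MSTRG.7192, MSTRG.8950, MSTRG.4476, MSTRG.13636, MSTRG.10693, MSTRG.4848 (demophoon, 50%) and MSTRG.4853 (demophoon, 70%) lost their calls (edgeR FDR 0.0537 to 0.179). The block changed no call of the stage loci between regions. The overlap of subspecies and region loci in the same direction was 1 and 0 with anterior hindwing libraries for subspecies. With only the 8 libraries of each comparison it was 0 at 50% and 2 at 70%, both of them higher and 0 lower. On annotated loci the Z odds ratio at 70% was 1.25. The Z set at 70% passed, at the preset correlation, with sex as a covariate (p = 0.037) and in anterior hindwing libraries (p = 0.0296), but not after adjustment over chromosomes (adjusted p = 0.777 and 0.622) or with an estimated correlation (p = 0.111 and 0.105). With an estimated correlation p was 0.142 for stage risers at 50% and 0.209 for fallers at 70%.

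With each animal left out in turn, counts ranged from 950 (without animal 8) to 1298 between subspecies at 50% and from 921 (without animal 15) to 1392 at 70%, from 3328 to 3851 between stages in cyrbia and from 3608 to 4087 in demophoon, from 2 to 19 for subspecies by stage, from 1 to 5 for sex, from 11 to 30 and 23 to 54 between regions in cyrbia, from 10 to 15 and 15 to 123 in demophoon, and from 3 to 8 and 0 to 4 for region by subspecies. The animals behind changes of over 1.5 times in these totals are named with each result above.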

Other observations

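The comparisons of Z levels between groups of animals and the choice of the loci in this part were made only after values were seen. MSTRG.13872 on chromosome 13, an annotated locus, took a large part of every library at 70%, with 61400 ± 28000 CPM in the main wing of cyrbia and 64900 ± 17500 CPM in that of demophoon (SD, n = 4). At 50% it stood at 1.89 ± 2.50 CPM in the main wing and had no count in the anterior hindwing of cyrbia, against 5.45 ± 6.94 and 8.36 ± 6.95 CPM in demophoon, and it was among the loci whose regional difference changed with subspecies at 50%. MSTRG.656 on chromosome 1 was higher in demophoon in the main wing at both stages, at 31.2 ± 14.9 against 2.61 ± 0.814 CPM in the main wing at 50% and 221 ± 46.2 against 2.65 ± 0.720 CPM at 70% (SD, n = 4). In the anterior hindwing at 70%, however, cyrbia animal 9 reached 246 CPM, within the demophoon range of 159 to 267 CPM. MSTRG.10093 on chromosome 10 went the other way at 50%, with 160 ± 114 CPM in cyrbia and 7.68 ± 1.73 CPM in demophoon, and stood at 43.5 ± 12.1 and 37.6 ± 13.1 CPM at 70% (SD, n = 4).

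The Z level of an animal, set against loci elsewhere, differed between stages in demophoon. It was 0.328 ± 0.029 at 50% and −0.023 ± 0.045 at 70% on the log2 scale (SD, n = 4 each, exact permutation p = 0.0286, the smallest that 70 arrangements allow, two-sided, and 0.0572 adjusted over 4 such comparisons). In cyrbia it was 0.133 ± 0.168 and −0.050 ± 0.038 (exact p = 0.114). At 50% cyrbia lay below demophoon in 4 of 4 animals (exact permutation p = 0.0286, adjusted 0.0572), but by as little as 0.294 in cyrbia animal 4 against 0.295 in demophoon animal 5, and in the anterior hindwing alone animals 1 (0.239) and 4 (0.323) lay above demophoon animal 8 (0.234). At 70% the subspecies differed by −0.027 (exact p = 0.4). In cyrbia at 50% the males were at 0.234 and 0.294 and the females at 0.085 and −0.081. Within the 3 groups that have both sexes by their labels (4 males and 8 females), males were higher than females by 0.113 on average (exact permutation p = 0.0312 over 96 arrangements). Most of this came from cyrbia at 50% (0.262), with 0.001 in demophoon at 50% (0.329 in the male, 0.328 in the females) and 0.075 in demophoon at 70%, each of which has 1 male.

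Between wing regions of cyrbia, 34 loci were DE here at 50%. That is higher than the value quoted from the study above. At 70%, 46 were. That is lower than the value quoted from the study above. With only the 8 libraries of each comparison in the fit, the counts were 907 and 1043 between subspecies, and 1 and 70 between the regions of cyrbia. These equal the counts that the study gave for the same comparisons. MSTRG.21985 at 70% then had a log2 fold change of −1.28 and an edgeR FDR of 0.0115, also the study's values. The differences from the study's counts thus go with the libraries that entered the fit.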
